A study of Mus musculus with 12 samples.

How the data were processed

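Single-nucleus RNA sequencing was analysed from 12 libraries of mouse adipose tissue, with 1 library in each of the 12 groups. The groups combine a depot, an age and a housing temperature. The depots are given by the abbreviations mPRAT, lPRAT, iBAT and iWAT, which usually stand for medial and lateral perirenal, interscapular brown and inguinal white adipose tissue. The spelled-out names are not in the labels. Per the labels, the mice were male C57BL/6J mice on a normal chow diet, and the libraries were made with the 10x Single-Cell 3′ chemistry from sorted nuclei. Room temperature was 22 °C, and cold exposure was 4 °C for 3 days. The number of animals behind each library is not stated in the labels.

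The deposited matrices hold UMI counts per gene and barcode, without normalization. Per the file headers, the authors used Cell Ranger 7.0.0 to make these counts. The genome build, the gene annotation, the counting of intronic reads and any later filter are not stated. Every barcode had at least 500 UMIs. The matrices list 32285 gene identifiers, of which 32235 were found in GENCODE release M21 on GRCm38 and 50 were not. Gene positions were taken from that release by gene identifier, so they rest on GRCm38 whichever build the authors used.

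Barcodes were kept with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs. Doublet scores came from the scrublet method in scanpy 1.11.5, run on each library alone before the mitochondrial limit. The method's own threshold marked under 0.5% of barcodes in 4 libraries. One rule was therefore used in every library, which removed the highest scores at a rate of 0.8% per 1000 nuclei. This rule was chosen after that output was seen, and the method's own threshold was kept as an alternative. Of 119035 barcodes, 96649 were kept.

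All libraries were clustered together, with no correction between libraries, on 2000 variable genes, with the genes of the panels, mitochondrial genes, ribosomal protein genes and sex-linked genes left out. The graph used 30 principal components and 15 neighbours, and Leiden clustering at resolution 1 gave 23 clusters. Clusters were named from marker lists of 18 classes, by the class with the highest mean of its markers' levels, each scaled to its highest cluster. Levels are in CPM, UMI counts scaled to a total of 1e+06. A marker counted as found when its level was at least 20 CPM and, with 20 CPM added to both, at least 2 times that in the clusters of other classes. A name needed at least 3 found markers. It also needed a margin of 1.5 over the next class with 3 found markers, or of 1.75 when none of its markers was among the cluster's 10 leading genes with at least 50 CPM. A cluster stayed unnamed when another class had more markers among the leading genes, or when it was shallow and no marker led. This naming rule was revised once after the first clusters were seen, and the first rule was kept as an alternative. Names carry the ending "-like" because they rest on markers alone. ASPC stands for adipose stem and progenitor cells. No cluster was named by the lists for lymphatic endothelial cells, dendritic cells, mast cells, neutrophils, or neurons and chromaffin cells. Dividing markers, Mki67, Top2a, Cenpf and Cenpe, counted as found at 4 times the other clusters and 50 CPM. The B cell-like cluster had 2 of them, and the other 22 clusters had none.

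The counts of a class were summed over its nuclei in each library and divided by their total. Comparisons are log2 ratios of CPM with 1 CPM added to both libraries. Their 95% intervals come from 2000 Poisson redraws of both counts. Intervals of a CPM are exact Poisson intervals, intervals of a plain ratio come from the exact conditional binomial, and intervals of a share are exact Clopper-Pearson intervals. With 1 library per group there were no replicates, and the intervals cover counting error only. No test between groups, p-value or count of significant genes was made from nuclei. Any difference between a pair of libraries also contains differences between animals, dissections and library preparation. A count of 0 is given with the upper limit that 3 counts allow. Folds against a count of 0 are lower bounds against those 3 counts.

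Gene panels, cell markers, comparisons, filters and most alternatives were chosen before the data were examined. The thermogenic panel had 16 genes apart from Ucp1, the lipogenic panel 14 genes apart from Pdk4, and the white-adipocyte panel 9 genes. Ucp1 and Pdk4 were treated alone. In ASPC-like nuclei the progenitor panel had 6 genes, the committed panel 7, the regulatory list 3 and the proliferation panel 7. A panel median used the genes with at least 20 counts over both libraries and was given when at least 4 genes had them. Each median was given a percentile among 10000 random gene lists of the same size, matched on mean expression in 20 bins of the genes with as many counts. It is printed for each median named in the text that lay inside the central 95% of its random lists and for the thermogenic median with age in mPRAT, and the other medians named lay outside. That percentile describes a pair of libraries and is not a p-value. The genes named in the comparisons are all members of these panels and, for each of the 9 main comparisons in adipocyte-like nuclei, genes among the 3 that rose most and the 3 that fell most. That ranking used 10 CPM added, at least 50 CPM in one of the libraries and at least 20 counts over both. It was limited to genes whose CPM in adipocyte-like nuclei was at least that of every other named class with 50 or more nuclei in the library where the gene was higher. Mitochondrial, ribosomal protein, haemoglobin, Gm-number and Rik genes were left out of it. The same ranking gave 2 genes in each direction for ASPC-like nuclei in the mPRAT age and cold comparisons. Genes changed by cold in all 3 depots were counted by the size of the change alone, at least 2-fold with 10 CPM added, among genes with at least 50 CPM in one library of each comparison.

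For the share of nuclei with Ucp1 or Cyp2e1, each nucleus was thinned to 1000 UMIs, and shallower nuclei were left out and counted. Macrophage-like nuclei, which should lack both genes, gave the background from free RNA. Sex was checked with Xist, Kdm5d, Uty, Ddx3y and Eif2s3y. Depot was checked with Hoxc8, Hoxc9, Hoxc10, Hoxa9, Tbx15, Shox2, Wt1 and Pax3.

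The alternatives were a minimum of 1000 genes per nucleus, a mitochondrial limit of 2%, doublets kept, Leiden resolution 2, each library clustered alone, and panel genes kept among the variable genes. Others were TMM scaling, a total without mitochondrial genes and Ucp1, the mean of each nucleus's CPM, the macrophage-like level subtracted, 10 CPM added, and no minimum count. For shares with Ucp1 they were no thinning, thinning to 500 UMIs, and at least 2 UMIs. For the genes changed by cold they were 1 CPM added, a minimum of 20 CPM and TMM scaling. Alternatives added after the data were seen were no mitochondrial limit, scrublet's own threshold, the first naming rule, and shares among 5 resident classes (adipocyte-like, ASPC-like, endothelial-like, mural-like and macrophage-like). TMM factors were computed on summed counts with edgeR 4.0.16 in R 4.3.3. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9.

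The steps across genes were tested on simulated data, with 200 genes changed by known amounts. The changed genes had at least 20 CPM and changed by about 2-fold or more. Counts were drawn from the Poisson model that the intervals also assume. The simulation therefore checks the calculation only, and covers neither smaller changes nor differences between nuclei, animals or libraries. For cold mPRAT, 14824 genes entered the test, the sign was recovered for 100% of the changed genes, the median absolute error was 0.043 on the log2 scale, and the interval covered the true value for 94.3% of the genes. For lPRAT with age, 13855 genes entered, the sign was recovered for 100%, the error was 0.083, and the interval covered 94.1%. Lists of 16 genes with no change fell in the outer 5% of random lists in 2% of draws for cold mPRAT and 5.5% for lPRAT with age.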

Results

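Nuclei from 4 mouse adipose depots were profiled by single-nucleus RNA sequencing. The libraries covered mPRAT and iBAT at 1, 2 and 6 months, lPRAT at 2 and 6 months and iWAT at 6 months at room temperature. Cold-exposed libraries covered mPRAT, iBAT and iWAT at 6 months. The stated purpose of the series was to compare brown and white depots at different ages and the depot-specific response to cold. The title of each 6-month library states that age, while the age in its characteristics is 16 weeks. The 1-month and 2-month libraries are given as 4 and 8 weeks.

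Total UMIs per library ranged from 5461133 in lPRAT at 2 months to 87035783 in cold-exposed iBAT. The kept nuclei ranged from 3163 in lPRAT at 2 months to 17485 in iBAT at 6 months. The median UMIs of a kept nucleus ranged from 874 in lPRAT at 2 months to 6116 in cold iBAT. Depth per nucleus rose with age in the room-temperature libraries, from 1392 to 2556 UMIs in mPRAT and from 1180.0 to 1988 in iBAT between 1 and 6 months. Of the barcodes that met the UMI and gene limits, 66.0% in cold mPRAT exceeded the mitochondrial limit. In mPRAT at 6 months at room temperature, 2.04% of such barcodes exceeded it. That share was 22.1% in mPRAT at 2 months, 21.4% in lPRAT at 2 months and 7.42% or less in the other libraries.

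Sex and depot were checked first. UMIs of the Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y summed to between 677 CPM in cold mPRAT and 904 CPM in iBAT at 6 months over all barcodes. Xist reached at most 2.93 CPM, in lPRAT at 2 months (95% interval 1.67 to 4.76). Hoxc9, Hoxc10 and Hoxa9 had 0 counts in ASPC-like nuclei of all 4 iBAT libraries. Hoxc8 ranged from 1.55 to 6.43 CPM there and from 40.0 to 97.8 CPM in the other depots. In the libraries outside iBAT, Hoxc9 plus Hoxc10 was at least 13.2 CPM and Hoxa9 at least 23.4 CPM. Tbx15 in ASPC-like nuclei was between 468 and 730.3 CPM in iBAT and iWAT and between 13.8 and 65.8 CPM in mPRAT and lPRAT. Wt1 was between 36.1 and 193 CPM in mPRAT and lPRAT and at most 2.57 CPM in iBAT and iWAT. Shox2 reached 39.5 CPM in iWAT and had 0 counts in mPRAT and lPRAT. Pax3 was 21.9 and 41.5 CPM in lPRAT and at most 1.85 CPM in mPRAT. In adipocyte-like nuclei, Hoxa9 was at most 4.21 CPM in iBAT and at least 33.3 CPM elsewhere.

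The named classes of nuclei were compared first among libraries. Adipocyte-like nuclei were 49.9% of mPRAT at 1 month, 65.8% at 2 months and 32.4% at 6 months, and 59.7% after cold. In iBAT they were 80.6%, 80.8% and 88.1%, and 85.2% after cold. In lPRAT they were 67.3% at 2 months and 34.3% at 6 months. In iWAT they were 55.9% at room temperature and 56.8% after cold. The mPRAT share thus differed by -17.5 percentage points between 1 and 6 months (95% Newcombe interval from exact limits, -19.1 to -15.8). Taken among adipocyte-like, ASPC-like, endothelial-like, mural-like and macrophage-like nuclei alone, the same difference was 1.72 points, the largest move under any alternative. Cold differed from room temperature by 27.3 points in mPRAT, -2.91 points in iBAT and 0.930 points in iWAT, where the interval was -0.876 to 2.73. The mPRAT difference in cold was 2.08 points among those 5 classes and -9.53 points without the mitochondrial limit. The iWAT difference was -6.20 points among them and -0.425 points with doublets kept. At 6 months, mPRAT had -55.6 points against iBAT, -1.89 points against lPRAT and -23.4 points against iWAT. Among the 5 classes, the differences from lPRAT and iWAT were 17.4 and 5.90 points.

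Other classes took large shares of some mPRAT libraries. B cell-like nuclei were 34.0% and T or NK cell-like nuclei 15.5% of mPRAT at 6 months, and 0.692% and 2.60% of cold mPRAT. Epithelial-like nuclei were 18.0% and 11.7% of mPRAT at 1 and 2 months, 1.41% at 6 months and 9.28% after cold. Kidney tubule-like nuclei were 9.23%, 6.53% and 0.0869% of mPRAT at 1, 2 and 6 months, with 0 of 3611 after cold, which allows a share of up to 0.0831%. Adrenal cortex-like nuclei reached 3.24% of cold mPRAT. Mesothelial-like nuclei were 11.6% and 20.5% of lPRAT at 2 and 6 months. Skeletal muscle-like nuclei reached 3.70% in iBAT at 2 months, and Schwann-like nuclei reached 0.974% in mPRAT at 1 month. ASPC-like nuclei ranged from 3.41% in iBAT at 1 month to 16.5% in cold iWAT.

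**Figure D1:**
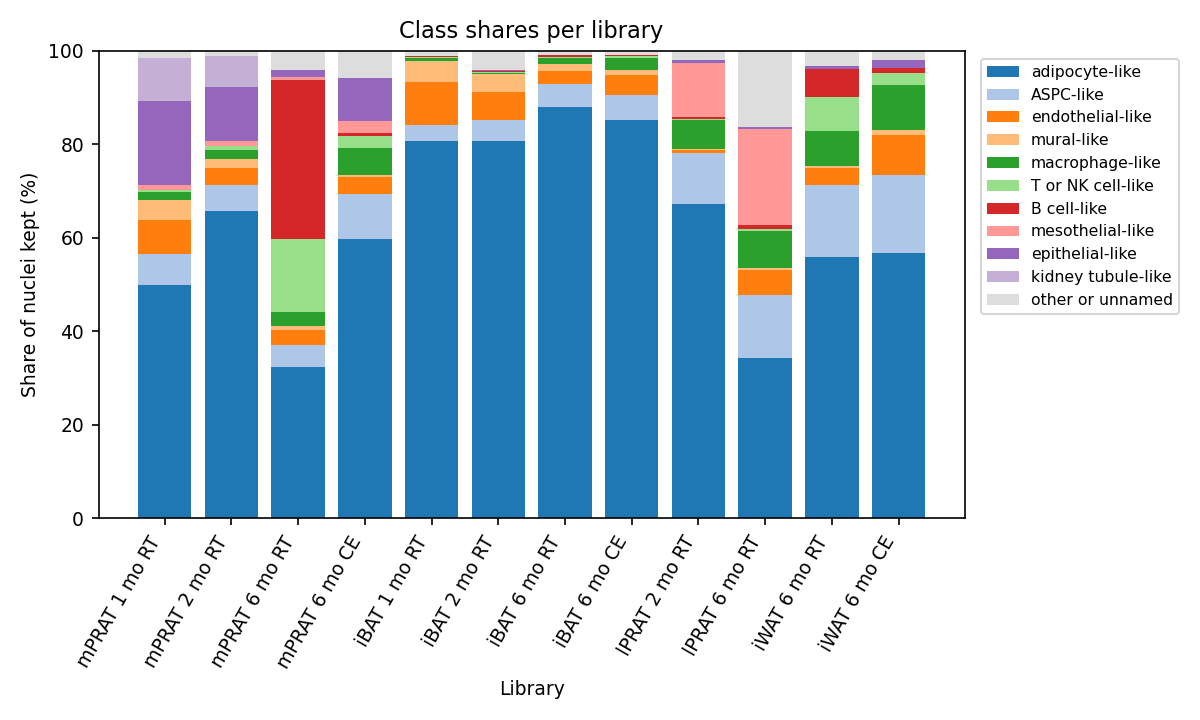
Share of kept nuclei in each named class, in percent, as 1 stacked bar per library. Adipocyte-like nuclei ranged from 32.4% in mPRAT at 6 months to 88.1% in iBAT at 6 months at room temperature.

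Ucp1 (ENSMUSG00000031710) lies on chromosome 8 of GRCm38, from 83290352 to 83298452 on the plus strand, and codes for the uncoupling protein of thermogenic adipocytes. In adipocyte-like nuclei of mPRAT it measured 116 CPM at 1 month (95% Poisson interval 107 to 126), 273 CPM at 2 months and 199 CPM at 6 months. In iBAT it measured 345 CPM, 519 CPM and 437 CPM at these ages. The log2 ratio of 6 over 1 months was 0.77 in mPRAT (0.66 to 0.90) and 0.34 in iBAT (0.29 to 0.39). Subtracting the macrophage-like level moved these the most, to 1.13 in mPRAT and to -0.053 in iBAT, where the direction reversed. Between 1 and 2 months Ucp1 rose by 1.22 on the log2 scale in mPRAT and 0.59 in iBAT. Between 2 and 6 months it fell by 0.45 in mPRAT and by 0.25 in iBAT. In lPRAT it had 0 counts at 2 months, which allows up to 1.16 CPM, and 2 counts at 6 months, or 0.132 CPM, so a change with age was not detectable at this depth.

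After cold, Ucp1 measured 731 CPM in mPRAT, 1469 CPM in iBAT and 30.7 CPM in iWAT, where room temperature gave 28 counts (0.531 to 1.16 CPM). The log2 ratios of cold over room temperature were 1.87 (1.82 to 1.93), 1.747 (1.72 to 1.77) and 4.14 (3.87 to 4.41). Between depots at 6 months, Ucp1 in mPRAT differed by -1.13 from iBAT on the log2 scale. It was higher than in iWAT by a ratio of 249 (172 to 375), and than in lPRAT by a ratio of 1514 that rests on 2 counts (419 to 12506). At 2 months it was at least 235-fold higher in mPRAT than in lPRAT. Against iBAT, the log2 ratio was -1.56 at 1 month and -0.92 at 2 months.

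**Figure D2:**
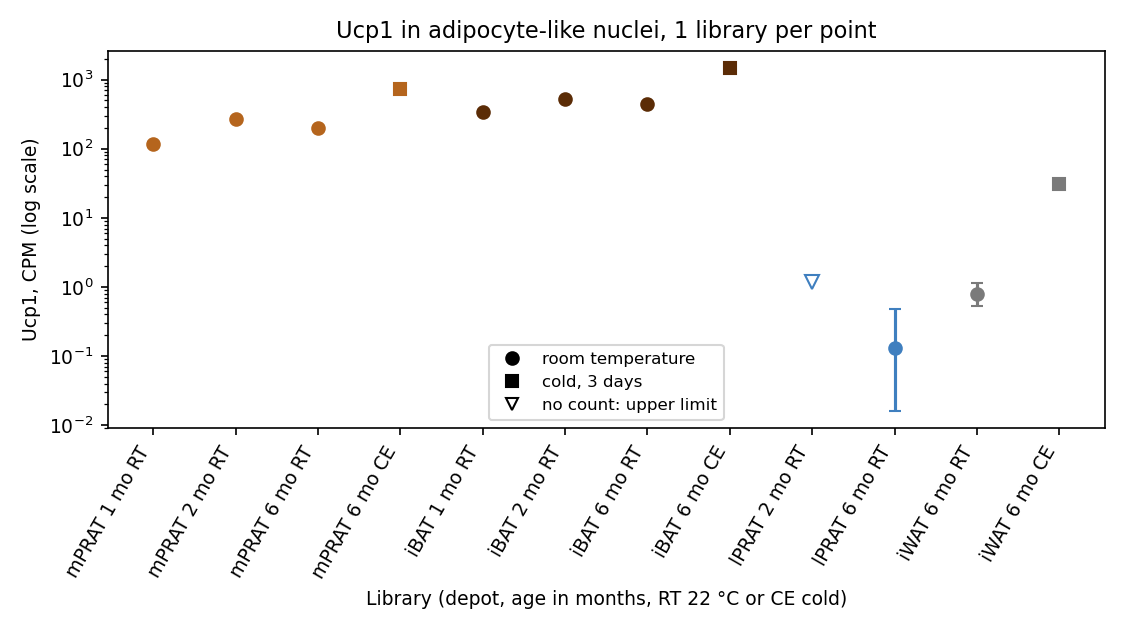
Ucp1 in adipocyte-like nuclei of each library in CPM on a log axis, with 95% Poisson intervals. Cold mPRAT stood at 731 CPM and cold iBAT at 1469 CPM, above the room-temperature libraries of the same depots.

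The share of adipocyte-like nuclei with at least 1 Ucp1 UMI was taken after thinning each nucleus to 1000 UMIs. In mPRAT it was 9.10% at 1 month (exact interval 7.97 to 10.3), 17.3% at 2 months and 13.9% at 6 months, and 43.0% after cold. In iBAT it was 26.5%, 35.2% and 30.6%, and 73.9% after cold. In iWAT it was 0.0477% at room temperature, or 2 of 4194 nuclei, and 3.16% after cold. In lPRAT, 0 of 911 nuclei at 2 months and 0 of 1910 nuclei at 6 months had a Ucp1 UMI. Macrophage-like nuclei, as the background, had shares of 2.70% of 37 nuclei, 2.13% of 47 and 1.13% of 266 in mPRAT by age and 3.31% of 151 after cold. In iBAT their shares were 0 of 22 nuclei at 1 month, 14.3% of 14 nuclei at 2 months, 7.89% at 6 months and 20.6% after cold. The upper exact limit of the background was 14.2% in mPRAT at 1 month and 42.8% in iBAT at 2 months. The adipocyte-like shares of these libraries lay below those limits, so they were not distinguishable from background by this measure. In iWAT they were 0 of 374 nuclei at room temperature and 0 of 224 after cold, and in lPRAT 0 of 45 nuclei and 0.366% of 273 nuclei. The iWAT share at room temperature lay below the 0.802% that 0 of 374 macrophage-like nuclei allows. The median depth of adipocyte-like nuclei was 6169.5 UMIs in mPRAT at 6 months, 4403 in cold mPRAT, 2152 in iBAT at 6 months, 6622 in cold iBAT and 4702.5 in cold iWAT. For macrophage-like nuclei it was 2084, 1457, 811, 1948 and 974.5 UMIs. At 1 month these medians were 1721 and 935.5 UMIs in mPRAT and 1230.0 and 806.5 in iBAT.

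Nuclei left out as too shallow numbered 223 in mPRAT at 1 month, 2935 in iBAT at 1 month, 1939 in iBAT at 6 months, 1217 in lPRAT at 2 months and 82 in cold mPRAT. Without thinning, the shares were 13.1%, 22.3% and 30.6% in mPRAT by age and 61.0% after cold, and 32.7%, 45.1% and 47.2% in iBAT by age and 97.9% after cold. The thinned share in mPRAT was 4.82 points higher at 6 than at 1 month (3.13 to 6.49), and 17.5 points higher without thinning. In iBAT it was 4.06 points higher. Cold added 29.1 points in mPRAT, 43.3 points in iBAT and 3.11 points in iWAT. At 6 months mPRAT differed by -16.7 points from iBAT, 13.9 points from lPRAT and 13.9 points from iWAT.

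Cyp2e1, a gene of the white-adipocyte panel, was measured in the same way. Its thinned share in mPRAT was 29.8%, 42.2% and 33.9% by age and 24.8% after cold. In iBAT it was 3.64%, 8.13% and 0.646% by age and 0.738% after cold. In lPRAT it was 62.6% and 67.1%, and in iWAT 20.2% at room temperature and 43.1% after cold. Macrophage-like nuclei had shares up to 17.8%, in lPRAT at 2 months, and 5.26% in mPRAT at 6 months. In iBAT their shares were 1 of 22, 1 of 14 and 0 of 76 nuclei by age, and 0.412% after cold, so the iBAT shares were not distinguishable from background at this depth.

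**Figure D3:**
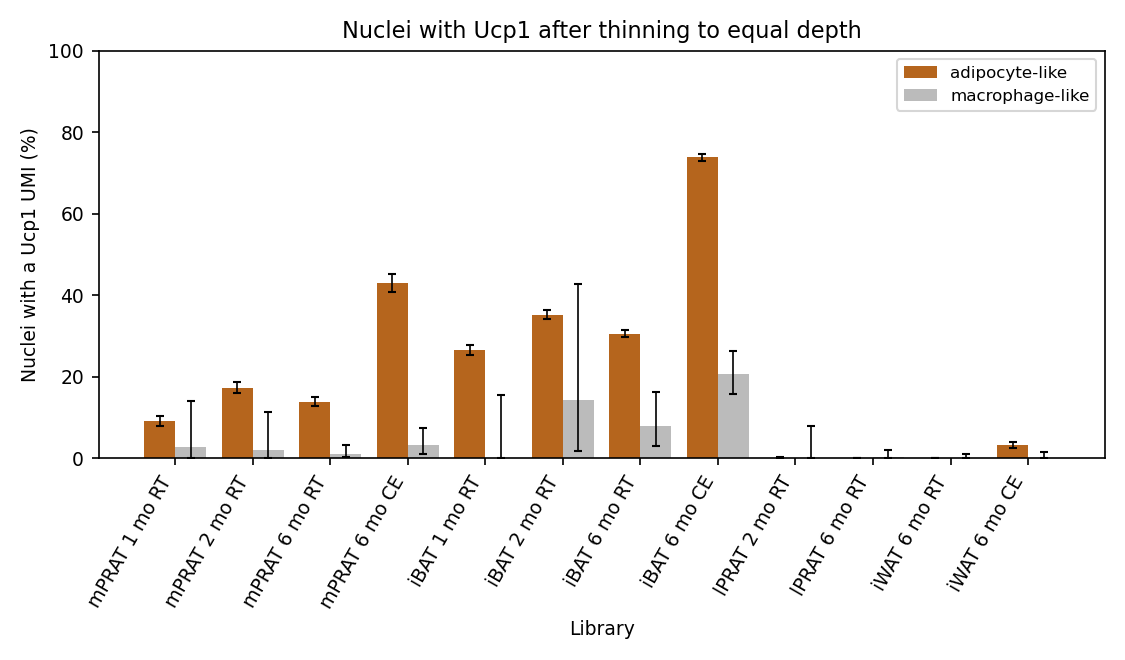
Share of nuclei with at least 1 Ucp1 UMI after thinning to 1000 UMIs, in percent with exact 95% intervals, for adipocyte-like and macrophage-like nuclei of each library. Cold iBAT had 73.9% in adipocyte-like and 20.6% in macrophage-like nuclei.

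Panels of thermogenic, lipogenic and white-adipocyte genes were followed with age to ask how depots change as mice mature. The thermogenic median of 6 over 1 months was -0.33 in mPRAT (-0.37 to -0.26) on the log2 scale, at percentile 0.610 of random lists, while the mean was 0.16. The alternative that moved it most, at least 1000 genes per nucleus, gave -0.12. In mPRAT 7 of the 16 genes rose, among them Gk (2.84), Dio2 (2.26), Ppargc1a (1.58) and Elovl3 (1.50), and Ppara fell the most (-1.54). The lipogenic median in mPRAT was -0.061, at percentile 14.3, and it was 0.11 under TMM scaling and 0.033 with the mean of nuclei. All 9 white-adipocyte genes were higher at 6 months in mPRAT, with a median of 1.31 (1.24 to 1.42). Sncg was higher by 2.76, and Mest, with 0 counts at 1 month, was at least 19.7-fold higher. TMM scaling shifted the median of all genes by 0.17 in this comparison.

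In iBAT the thermogenic median of 6 over 1 months was 0.23, at percentile 74.4, and -0.17 with the macrophage-like level subtracted. The lipogenic median was 0.81 (0.74 to 0.86). The white-adipocyte median was -1.31 over 8 usable genes, and 0.86 with the macrophage-like level subtracted. That level rested on 66 macrophage-like nuclei at 1 month, where 1 UMI is worth 13.9 CPM. In lPRAT, 6 over 2 months gave a thermogenic median of -0.21 (-0.38 to 0.12) over 13 usable genes, at percentile 8.16, a lipogenic median of -0.69 and a white-adipocyte median of 0.85. The lPRAT thermogenic median was 0.31 with the mean of nuclei and 0.089 with no minimum count. The median of all genes was 0.14 in lPRAT, and TMM scaling shifted it by 0.10. Pdk4 rose with age by 0.64 in mPRAT, 0.93 in iBAT and 1.70 in lPRAT.

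The 2-month libraries gave the course. Between 1 and 2 months the thermogenic, lipogenic and white-adipocyte medians in mPRAT were -0.095, -0.60 and -0.056, the first at percentile 22.8 and the last at 44.3. Under TMM scaling the first was 0.087 and the last 0.12. Between 2 and 6 months they were 0.013, at percentile 17.9 and with a mean of -0.17, 0.60 and 1.51, and the first changed sign with doublets kept, with scrublet's own threshold and under TMM scaling. The means of the first and last panels between 1 and 2 months were 0.34 and 0.075, of the opposite sign to the medians. In iBAT the medians were -0.079, -0.18 and 0.28 between 1 and 2 months, with a thermogenic mean of 0.37. The percentiles of the first 2 were 12.8 and 2.82. The white-adipocyte median was -0.21 with no minimum count. Between 2 and 6 months they were -0.16, 0.66 and -1.82, and the first was at percentile 4.81 and was 0.0074 with the macrophage-like level subtracted.

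The cold comparisons asked how the response differs between depots at 6 months. In mPRAT all 16 thermogenic genes were higher after cold, with a median of 0.96 (0.94 to 1.00), although Ppara differed by 0.00050 (-0.023 to 0.024) and was lower with the mean of nuclei. The largest values were 4.42 for Elovl3, 2.14 for Acot11 and 1.76 for Dio2. The lipogenic median was 1.23, with 13 of 14 genes higher and Dgat2 lower. The white-adipocyte median was -0.80, led by Sncg (-3.18), Mest (-3.18) and Nnat (-2.92). In iBAT the thermogenic median was 0.59, with 12 of 16 genes higher, and the lipogenic median was 0.54. The white-adipocyte median in iBAT was 0.033 (-0.19 to 0.15), at percentile 71.9, while the mean was -0.61. It was -0.022 with at least 1000 genes per nucleus, -0.026 with doublets kept, -0.12 with scrublet's own threshold and -0.40 with the macrophage-like level subtracted. TMM scaling shifted the median of all genes by 0.28 in iBAT. In iWAT the thermogenic median was 1.94 (1.61 to 2.06) over 15 usable genes, and 1.82 with the gene at 0 counts set to 3 counts. The lipogenic median there was 2.29 and the white-adipocyte median -0.90. The median of all genes was -0.18 in iWAT. Pdk4 was higher by 0.47 in mPRAT, 0.54 in iBAT and 1.14 in iWAT.

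The depot comparisons at 6 months placed mPRAT against the other depots. Against iBAT, the thermogenic median was -1.04, with 15 of 16 genes lower and Gk higher by 0.12. The lipogenic median was -0.26, at percentile 2.61, and 0.053 with the macrophage-like level subtracted. The white-adipocyte median was 3.61, with all 9 genes higher, led by Cyp2e1 (5.75). Against lPRAT, all 16 thermogenic genes were higher, with a median of 3.96 (3.90 to 4.09). The lipogenic median was 1.15 and the white-adipocyte median -1.63, with all 9 genes lower. Against iWAT, all 16 thermogenic genes were higher, with a median of 3.49. The lipogenic median was 2.02 and the white-adipocyte median -1.14, with Cyp2e1 (1.52) and Retn (0.17) higher. TMM scaling shifted the median of all genes by -0.11 against iBAT and -0.13 against iWAT. Pdk4 differed by -0.59 from iBAT, 3.78 from lPRAT and 2.88 from iWAT. At younger ages, the thermogenic median against iBAT was -0.97 at 1 month and -0.99 at 2 months, and against lPRAT it was 4.21 at 2 months. The lipogenic medians against iBAT were -0.086 at 1 month, at percentile 29.8, with 0.0051 under the mean of nuclei and a panel mean of 0.18, and -0.31 at 2 months. The white-adipocyte medians against iBAT were 1.22 and 0.50. Against lPRAT at 2 months the lipogenic median was 0.19, at percentile 60.1, and the white-adipocyte median -2.33.

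**Figure D4:**
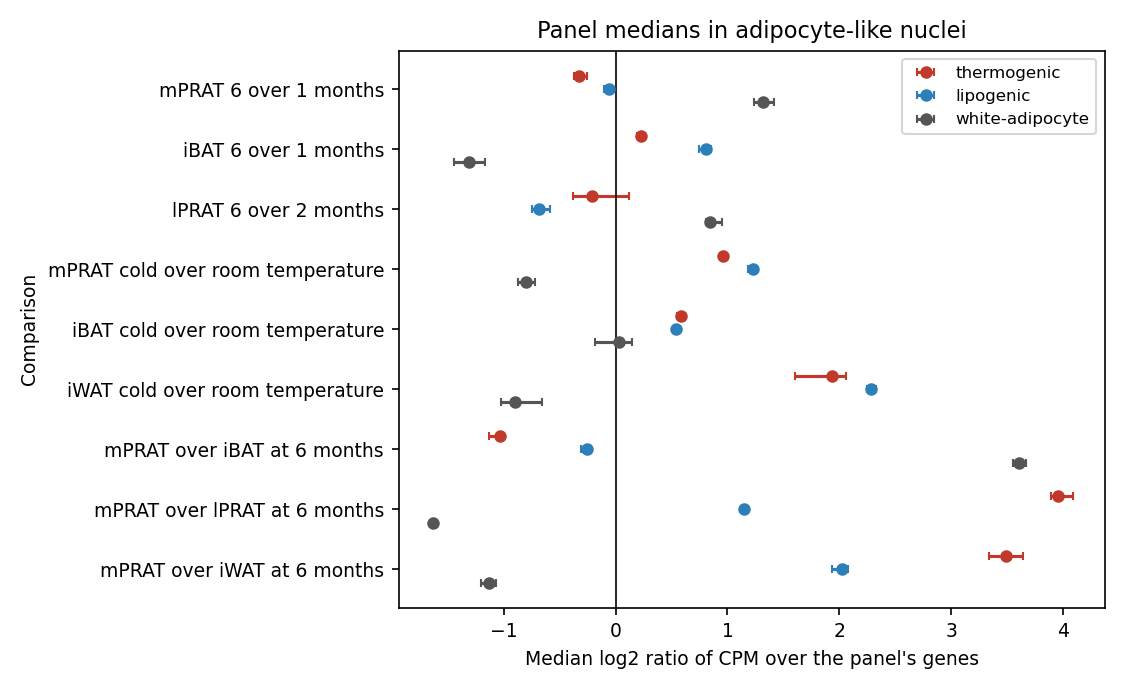
Median log2 ratio of the thermogenic, lipogenic and white-adipocyte panels in adipocyte-like nuclei for the 9 main comparisons, with 95% counting intervals. The thermogenic median of mPRAT was 3.96 against lPRAT and -1.04 against iBAT, and the lipogenic median of mPRAT with age (-0.061) was 0.11 under TMM scaling.

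Genes were also ranked by size of change in adipocyte-like nuclei, with 10 CPM added. With age in mPRAT, the largest rises were Erbb4 (3.03, from 211 to 1798 CPM), Gk (2.73) and Dok6 (2.64), and the largest falls Impdh1 (-2.82), Fbxo31 (-2.11) and Gse1 (-2.08). In iBAT, Fam57b (2.88), Gldn (2.40) and Rbfox1 (2.27) rose, and Tfrc (-2.75), Prodh (-2.65) and Cyp2e1 (-2.17) fell. In lPRAT, Pkp2 (2.96), Slc5a7 (2.82) and Cadps (2.45) rose, and Marveld1 (-3.16), Angpt1 (-3.01) and Ddx39b (-2.89) fell. After cold in mPRAT, Acsl5 (3.41, from 40.7 to 529 CPM), Cabcoco1 (3.101) and Elovl3 (3.05) rose, and Tmem132b (-3.03), Nnat (-2.82) and Ntrk3 (-2.52) fell. In cold iBAT, Elovl3 (3.52), Mfsd2a (3.03) and Ttc25 (2.84) rose, and Tmem132b (-4.55), Lctl (-3.96) and Vat1l (-3.85) fell. In cold iWAT, Acly (2.97), Me1 (2.96) and Acss2 (2.61) rose, and Ccdc152 (-2.81) and Gabrr2 (-2.49) fell. In mPRAT over iBAT, Cyp2e1 (5.00), Atp2b4 (3.81) and Prr16 (3.72) were highest, and Gldn (-2.96), Gmpr (-2.36) and Sorcs2 (-2.33) lowest. In mPRAT over lPRAT, Ntrk3 (6.41), Cidea (5.34) and Pank1 (4.67) were highest, and Peg3 (-4.06), Ptchd4 (-2.79) and Synpo2 (-2.57) lowest. In mPRAT over iWAT, Gk (4.31), Ucp1 (4.28) and Cidea (4.196) were highest, and Peg3 (-3.85), Ncam2 (-3.35) and Plcl1 (-3.16) lowest. The directions of these genes, as point values, held under every alternative run, scaling included. For Cyp2e1 in iBAT with age, the counting interval after the macrophage-like level was subtracted was -2.64 to 3.73, so free RNA stays open there.

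Genes that changed with cold in all 3 depots were counted among 3081 genes. At least 2-fold, 10 genes were higher and 17 were lower in mPRAT, iBAT and iWAT. If the depots were independent, 0.0486 and 0.0996 genes would be counted. The counts were 17 and 10 under TMM scaling, 16 and 19 with 1 CPM added, and 13 and 27 with a minimum of 20 CPM. In mPRAT alone 57 genes were higher and 89 lower, in iBAT 91 and 177, and in iWAT 89 and 60. Across these genes, which are not independent replicates, Pearson's r of the log2 ratios was 0.765 between mPRAT and iBAT, 0.467 between mPRAT and iWAT and 0.232 between iBAT and iWAT.

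**Figure D5:**
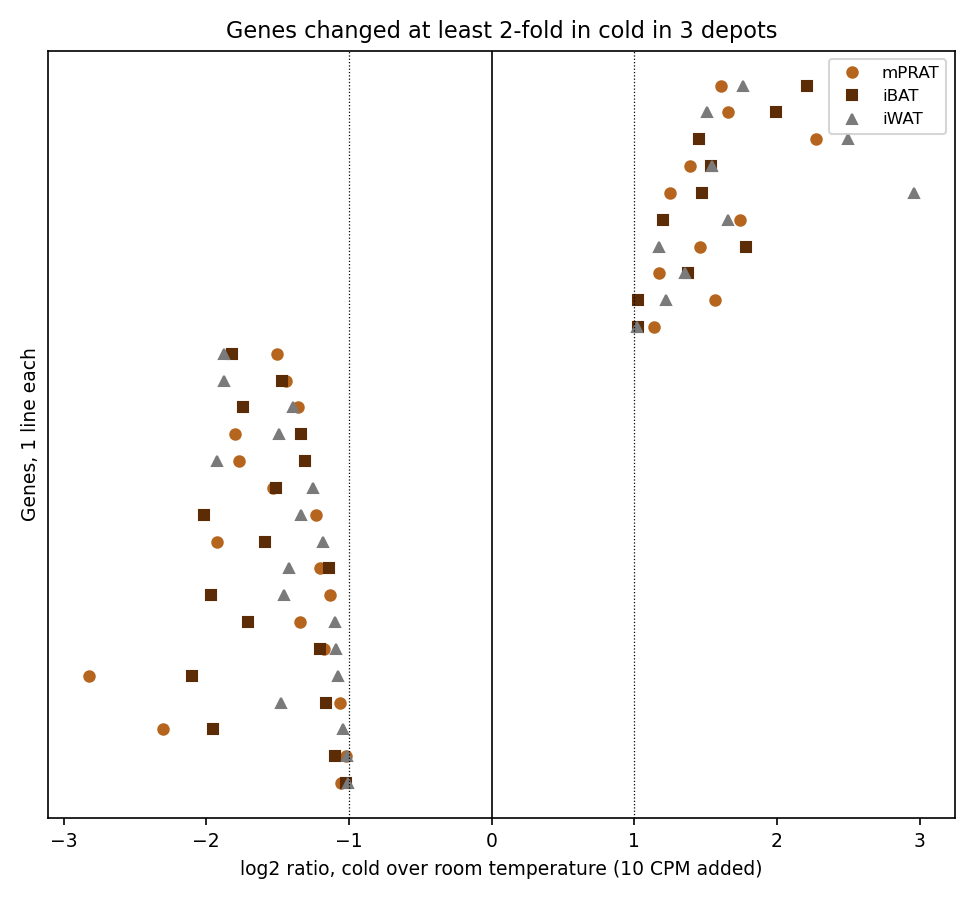
Log2 ratio of cold over room temperature, with 10 CPM added, in mPRAT, iBAT and iWAT for the genes changed at least 2-fold in all 3 depots, with 1 line per gene and no gene names. The plot shows 10 higher and 17 lower genes, with counts of 17 and 10 under TMM scaling.

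In ASPC-like nuclei, progenitor and committed panels were compared with age. The progenitor median of 6 over 1 months was 0.59 in mPRAT (0.35 to 0.84), at percentile 97.1, and -0.084 with at least 1000 genes per nucleus, the alternative that moved it most. In iBAT it was 1.16, and in lPRAT from 2 to 6 months it was -1.44. The committed medians were 0.20 in mPRAT, 0.33 in iBAT and 1.39 in lPRAT, the first 2 at percentiles 62.6 and 90.7. After cold, the progenitor medians were -0.27 in mPRAT, -0.70 in iBAT and 0.038 in iWAT, where the interval was -0.080 to 0.22. The percentiles were 15.2 in mPRAT and 58.1 in iWAT. The means of this panel in these depots were -0.27, -0.48 and 0.26. The committed medians after cold were -0.21, 0.094 and -0.045, at percentiles 18.6, 67.8 and 28.6. With at least 1000 genes per nucleus the iWAT medians were -0.054 for the progenitor and 0.046 for the committed panel. For mPRAT at 6 months, the progenitor median was 0.91 over iBAT, -0.27 over lPRAT and 1.09 over iWAT. The committed medians were -0.39, -0.20 and -0.999. The percentiles over lPRAT were 6.45 for the progenitor and 9.81 for the committed panel, and the committed median over iBAT was at 2.56. TMM scaling shifted the median of all genes in ASPC-like nuclei by -0.12 in lPRAT with age, by 0.11 against lPRAT and by -0.11 against iWAT. The proliferation panel had at least 4 usable genes only in cold iBAT, where its median was 3.35 (2.72 to 4.09), and 2.84 with the gene at 0 counts set to 3 counts.

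Of the regulatory list, Fmo2 measured 618 CPM in mPRAT at 1 month, 527 CPM at 2 months and 241 CPM at 6 months, and 1187 CPM after cold. Its log2 ratio was -1.35 with age in mPRAT, -2.29 in iBAT and 1.65 in lPRAT. Cold over room temperature gave 2.30 in mPRAT, 2.31 in iBAT and 1.08 in iWAT. In mPRAT at 6 months it was higher by 2.92 than in iBAT, 2.06 than in lPRAT and 2.52 than in iWAT. F3 rose by 1.11 with age in mPRAT and 0.88 in iBAT, and differed by -0.58 in cold mPRAT and 0.73 in cold iBAT. Its change in lPRAT with age was 0.094, and -0.020 under TMM scaling. Clec11a had at most 8 counts in any library, so its changes were not detectable at this depth. By size of change with 10 CPM added, Sult1e1 (2.89, with 1 count at 1 month and a ratio of 34.1, 6.02 to 1356) and Rtl4 (2.54) rose most with age in mPRAT, and Cntfr (from 207 to 17.1 CPM) and Gabrg3 (-2.47) fell most. After cold in mPRAT, Nkain3 (2.77, with 3 counts at room temperature and a ratio of 39.8, 12.9 to 199) and Col8a1 (2.35) rose most, and Pde11a (-3.12) and Npas2 (-2.86) fell most.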

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

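Of the tests given here, those on the signs of the adipocyte panel genes, on the adipocyte-like shares and on urothelial genes were written before their results were seen, although the urothelial list was written after the leading genes. All others were chosen after the result was seen: the counting intervals of the pairs after each correction, the panel medians, the ASPC panel genes, the ASPC-like and mural-like shares, the damaged nuclei and the kidney tubule genes.

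Results stood out when the same change went in opposite directions in different depots, counted only where both 95% counting intervals excluded 0 on opposite sides and, for genes, each comparison had at least 20 counts over both libraries. Other genes had opposite signs with an interval that included 0 or with fewer counts, and they are not counted here. Each side rests on 1 library per group, so none of these differences between depots was tested. After cold, 11 panel genes in adipocyte-like nuclei had opposite directions in this sense, with log2 ratios given here for mPRAT, iBAT and iWAT in turn. Acaca gave 0.18, -0.20 and 1.58, Cidea 0.23, -0.26 and 2.11, and Ppargc1b 0.33, -0.15 and 1.14. Scd1 gave 0.99, -0.79 and 2.58, Mlxipl 1.19, 1.09 and -0.13, and Prdm16 0.26, 0.28 and -0.42. Npr3 gave -0.80, 1.80 and -1.02, Cyp2e1 -0.53, 0.14 and 1.52, and Dgat2 -0.45, -0.68 and 0.084. Kcnk3 rose by 0.55 in mPRAT and fell by 0.077 in iBAT, and Ppara fell by 1.08 in iBAT and rose by 1.22 in iWAT.

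With age, from 1 to 6 months, 13 panel genes in adipocyte-like nuclei went in opposite directions in mPRAT and iBAT in the same sense. Those lower in mPRAT and higher in iBAT were Acly (-0.57 and 0.30), Acot11 (-0.39 and 0.15), Cidea (-0.48 and 0.30) and Elovl5 (-0.72 and 0.85). Elovl6 (-0.095 and 1.11), Pank1 (-0.69 and 0.53) and Scd1 (-0.82 and 0.77) went the same way. Those higher in mPRAT and lower in iBAT were Aldh1a1 (1.30 and -2.03), Cyp2e1 (0.21 and -2.80) and Lep (1.37 and -1.16). Nnat (1.31 and -1.08), Retn (1.10 and -1.46) and Slc7a10 (0.39 and -1.71) did the same.

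These genes make 33 pairs of depots with opposite signs, and 3 technical explanations were weighed. Opposite signs were kept by 32 of the 33 pairs after each nucleus was thinned to the same depth, by 20 after the macrophage-like level was subtracted for free RNA, and by 25 under TMM scaling. A sign near 0 decides little, so the pairs with both counting intervals, from redrawn counts, on opposite sides of 0 were counted as well. After thinning there were 27 such pairs. Thinning leaves a gene's expected share of a nucleus's counts unchanged, so it tests only the unequal weight of deep and shallow nuclei. For these pairs it argues against that weight as the whole cause. Depth acting through the filters or the naming of classes was not tested by it and stays open for all pairs. The weight of deep nuclei stays open as well for the other 6, which are Cyp2e1 in cold mPRAT and iBAT, both pairs each of Dgat2 and Mlxipl in cold, and Elovl6 with age. TMM scaling moves every gene of a comparison alike, at most by 0.28 in cold iBAT and 0.17 in mPRAT with age. Under it there were 23 such pairs, for which a shift of that size as the whole cause is argued against. A few genes taking a different share of the counts stay open for the other 10, which are both pairs each of Acaca, Cidea, Mlxipl and Ppargc1b in cold, Kcnk3 in cold and Elovl6 with age.

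After the macrophage-like level was subtracted, 11 of the 33 pairs had macrophage-like counts in every library and both intervals on opposite sides of 0, which argues against free RNA at that level as the whole cause for them. For the other 22, free RNA cannot be told apart from a difference between depots. With age, these are Acly, Acot11, Aldh1a1, Cidea, Cyp2e1, Elovl5, Elovl6, Lep, Nnat, Retn, Scd1 and Slc7a10, and they stay open because 1 UMI of the macrophage-like class at 1 month was worth 13.9 CPM in iBAT and 10.4 CPM in mPRAT. Lep and Retn had 0 macrophage-like counts in both iBAT libraries, so nothing was subtracted there. In cold, these are both pairs each of Acaca, Mlxipl, Ppargc1b and Scd1, and Cyp2e1 and Kcnk3 in mPRAT and iBAT. They stay open because the subtraction took the opposite direction away or to near 0, while the part of the macrophage-like level that is free RNA was not measured. Acaca became 0.0049 in mPRAT and -0.016 in iBAT, and Kcnk3 became -0.012 in iBAT. Of the pairs with macrophage-like counts in every library, 7 had both intervals on opposite sides of 0 under all 3 corrections. They are Cyp2e1 in cold mPRAT and iWAT, both pairs each of Npr3 and Prdm16 in cold, Ppara in cold, and Pank1 with age. A difference between depots in the response to age or cold, which the design names, stays open for every pair, as do differences between animals, dissections and library preparation.

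The medians of the panels also went in opposite directions with age in mPRAT and iBAT, and the difference was not tested. The lipogenic median was -0.061 in mPRAT and 0.81 in iBAT, the thermogenic median -0.33 and 0.23, and the white-adipocyte median 1.31 and -1.31. The thermogenic means were 0.16 in mPRAT and 0.34 in iBAT, which is the same direction in both depots. After thinning, 2 of the 3 medians kept opposite directions, and the lipogenic median in mPRAT became 0.015. Under TMM scaling, 2 of the 3 kept them as well, and the lipogenic median in mPRAT became 0.11. The white-adipocyte median in iBAT was -1.16 after thinning and -1.32 under TMM scaling, with counting intervals in both depots on opposite sides of 0. For this panel, this argues against the unequal weight of deep and shallow nuclei and against the composition of the counts as the whole cause. Depth acting through the filters or the naming of classes stays open. For the lipogenic median both stay open, since it changed sign in mPRAT. The thermogenic medians in mPRAT and iBAT were -0.14 and 0.21 after thinning and -0.16 and 0.21 under TMM scaling. Their counting intervals lay on opposite sides of 0 in both cases. Both explanations are still left open for this panel, since its genes went both ways and its means had the same direction in both depots. After the macrophage-like level was subtracted, 1 of the 3 medians kept opposite directions, the lipogenic one. Free RNA cannot be told apart from a difference between depots for any of the 3, since 1 UMI of the macrophage-like class in iBAT was worth 13.9 CPM at 1 month. After subtraction the iBAT medians were 0.10 for the lipogenic, -0.17 for the thermogenic and 0.86 for the white-adipocyte panel. A difference between the depots with age stays open and untested.

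In ASPC-like nuclei, 4 panel genes had opposite directions after cold by both intervals, again not tested. Bmper gave -1.64 in mPRAT, 0.36 in iBAT and -0.40 in iWAT, and Lpl gave -0.90, 1.00 and 0.38. F3 gave -0.58 in mPRAT and 0.73 in iBAT, and Cd36 gave -0.30 in iBAT and 0.37 in iWAT. With age in mPRAT and iBAT, counted in the same way, Bmper gave 0.20 and -0.32, Cd36 -0.70 and 1.11, and Col15a1 0.22 and -0.16. Under TMM scaling, which moved these comparisons by 0.10 or less, 9 of these 9 pairs kept opposite signs, with both counting intervals on opposite sides of 0. This argues against a shift of that size, from a few genes taking a different share of the counts, as the whole cause. With doublets kept, Cd36 in cold iBAT was 0.57 and Col15a1 with age in iBAT was 0.078, so these pairs depend on how doublets are removed. Free RNA was not tested in ASPC-like nuclei, and a difference between depots stays open.

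Shares of classes went in opposite directions as well, without a test of the difference. The adipocyte-like share differed by 27.3 points in cold mPRAT and -2.91 points in cold iBAT, but by -9.53 points in cold mPRAT with no mitochondrial limit. With age it differed by -17.5 points in mPRAT and 7.45 points in iBAT, and the ASPC-like share by -1.89 and 1.31 points. With at least 1000 genes per nucleus, the ASPC-like share differed by 1.79 points in mPRAT and -0.981 points in iBAT. After cold, the mural-like share differed by -0.542 points in mPRAT, -0.463 points in iBAT and 0.651 points in iWAT, and with at least 1000 genes per nucleus by 0.426 points in iBAT and -0.0335 points in iWAT. If nuclei of neighbouring tissue in the dissected pieces were the source, the mPRAT differences would shrink or reverse among the 5 resident classes. Among these, the adipocyte-like difference in mPRAT was 2.08 points after cold and 1.72 points with age, the ASPC-like difference with age was 1.15 points, and the mural-like difference in cold was -1.67 points. This does not decide the source, because every other class is left out, whatever tissue it came from, and neighbouring tissue can hold resident classes of its own. In mPRAT from 1 to 6 months, B cell-like nuclei went from 0.0974% to 34.0% and T or NK cell-like nuclei from 0.487% to 15.5%, while epithelial-like nuclei went from 18.0% to 1.41% and kidney tubule-like nuclei from 9.23% to 0.0869%. Neighbouring tissue, lymphocytes within the depot and a change in the depot itself with age or cold all stay open and untested.

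A signal outside the kept nuclei appeared in cold mPRAT. With no mitochondrial limit, 63.4% of its nuclei were epithelial-like, against 23.8% and 30.4% in mPRAT at 1 and 2 months and 2.24% in mPRAT at 6 months at room temperature. Of the 6531 barcodes above the limit that were left after doublet removal, 6073 were epithelial-like. If damaged nuclei of the depot's own classes were the cause, adipocyte-like barcodes would be common above the limit. They were 1.96% above it and 59.1% at or below it, but the share above it was bounded by the epithelial-like barcodes there, so damaged nuclei stay open. Of 7 urothelial genes written down after the leading genes of the cluster were seen, 5 were at 20 CPM or more and at least 2 times the barcodes of that library that were not epithelial-like. These were Upk3a (289.8 CPM), Krt5 (87.2), Krt7 (391), Grhl3 (80.8) and Foxa1 (59.8), while Upk1a (254 against 150 CPM) and Upk2 (76.9 against 65.9 CPM) were not. Of the 7, 4 also reached 20 CPM in adipocyte-like barcodes of that library, with 64.3 CPM for Upk1a. Of 6 kidney tubule genes, 0 passed the same rule. These are the markers that name kidney tubule-like clusters, so a cluster named epithelial-like was largely bound to lack them. The test therefore cannot decide on kidney tubule cells, which stay open. Urothelial cells in the dissected piece are a candidate source, as a hypothesis from the same data, and no biological explanation was tested.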

How the results depend on the processing

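The alternatives were tried one at a time, and those with no mitochondrial limit, scrublet's own threshold, the first naming rule and shares among resident classes were chosen after the data were seen. The 74 main results had 753 values under the alternatives, of which 589 stayed within the counting interval of the reported value (within 1.5 times for counts of genes), 153 moved beyond it with the same direction or no called direction, and 11 reversed. The 635 other results, which are single genes, further shares and the comparisons at 1 and 2 months, had 7300 values, of which 5931 stayed, 1315 moved and 54 reversed. Each value is given as the alternative against the reported one, as a log2 ratio unless a unit is named. The cause of a move was not tested except where a reason is given. No main result moved with the first naming rule, panel genes kept, resolution 2, or a total without mitochondrial genes and Ucp1. No paired analysis was possible because each group had 1 library and nothing pairs the libraries by animal.

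A minimum of 1000 genes per nucleus moved 19 of 63 main results beyond the counting interval and reversed 1. It put Ucp1 at 0.98 against 0.77 in mPRAT with age and 0.51 against 0.34 in iBAT with age. The value of the thermogenic median was -0.12 against -0.33 in mPRAT with age. This gave the white-adipocyte median as 1.11 against 1.31 in mPRAT with age and -1.74 against -1.31 in iBAT with age. The progenitor median came to -0.084 against 0.59 in mPRAT with age and 1.63 against 1.16 in iBAT with age. With it, the lipogenic median was 0.72 against 0.81 in iBAT with age and -0.50 against -0.69 in lPRAT with age. The committed median stood at 1.74 against 1.39 in lPRAT with age, 0.046 against -0.045 in cold iWAT and -0.44 against -0.20 in mPRAT over lPRAT. The adipocyte-like share, in points, was -30.4 against -17.5 in mPRAT with age, -20.0 against -33.0 in lPRAT with age and 25.3 against 27.3 in cold mPRAT. It put the adipocyte-like share, in points, at -7.32 against -2.91 in cold iBAT, 10.0 against 0.930 in cold iWAT and -51.6 against -55.6 in mPRAT over iBAT. Values of the adipocyte-like share, in points, were -3.44 against -1.89 in mPRAT over lPRAT and -28.0 against -23.4 in mPRAT over iWAT. This gave the ASPC-like share, in points, as 1.79 against -1.89 in mPRAT with age, -0.981 against 1.31 in iBAT with age and -2.97 against 2.62 in lPRAT with age. The endothelial-like share, in points, came to 0.673 against -2.18 in mPRAT over lPRAT. With it, the mural-like share, in points, was 0.426 against -0.463 in cold iBAT, -0.0335 against 0.650 in cold iWAT and 0.498 against -0.508 in mPRAT over iBAT. The macrophage-like share, in points, stood at -0.0435 against 0.518 in iBAT with age and -1.26 against 2.15 in cold iWAT. Single genes that reversed were Kcnk3 in iBAT with age (0.0036 against -0.061), Cpt1b in mPRAT with age (0.016 against -0.27) and Cd55 in ASPC-like nuclei in mPRAT with age (-0.17 against 0.77). Reversed genes included Sema3c in ASPC-like nuclei in mPRAT with age (-0.13 against 0.41).

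A mitochondrial limit of 2% moved 7 of 44 main results beyond the counting interval. The value of the white-adipocyte median was 3.69 against 3.61 in mPRAT over iBAT. This gave the adipocyte-like share, in points, as 10.8 against 7.45 in iBAT with age, -40.5 against -33.0 in lPRAT with age and 40.1 against 27.3 in cold mPRAT. The adipocyte-like share, in points, came to -4.12 against -2.91 in cold iBAT, -57.3 against -55.6 in mPRAT over iBAT and -3.81 against -1.89 in mPRAT over lPRAT.

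Dropping the mitochondrial limit moved 2 of 44 main results beyond the counting interval and reversed 1. With it, the adipocyte-like share, in points, was -14.2 against -17.5 in mPRAT with age, -24.7 against -33.0 in lPRAT with age and -9.53 against 27.3 in cold mPRAT. The ASPC-like share, in points, stood at -0.605 against 4.88 in cold mPRAT. The macrophage-like share, in points, was -1.30 against 2.75 in cold mPRAT.

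Keeping doublets moved 13 of 72 main results beyond the counting interval. It put the committed median at 0.057 against 0.33 in iBAT with age and 0.54 against 0.094 in cold iBAT. Values of Ucp1 were 1.95 against 1.87 in cold mPRAT, 1.78 against 1.747 in cold iBAT and -1.19 against -1.13 in mPRAT over iBAT. This gave the thermogenic median as 1.014 against 0.96 in cold mPRAT. The white-adipocyte median came to -0.72 against -0.80 in cold mPRAT, 3.69 against 3.61 in mPRAT over iBAT and -1.70 against -1.63 in mPRAT over lPRAT. With it, the adipocyte-like share, in points, was -14.5 against -17.5 in mPRAT with age, 9.10 against 7.45 in iBAT with age and 23.9 against 27.3 in cold mPRAT. The adipocyte-like share, in points, stood at -54.4 against -55.6 in mPRAT over iBAT. Opposite signs came up for Cd36 in ASPC-like nuclei in cold iBAT (0.57 against -0.30) and Col15a1 in ASPC-like nuclei in iBAT with age (0.078 against -0.16).

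Scrublet's own threshold moved 5 of 72 main results beyond the counting interval. It put the white-adipocyte median at -1.15 against -1.31 in iBAT with age and -1.66 against -1.63 in mPRAT over lPRAT. The value of the committed median was 0.36 against 0.094 in cold iBAT. This gave the progenitor median as 1.19 against 0.91 in mPRAT over iBAT. The adipocyte-like share, in points, came to -15.7 against -17.5 in mPRAT with age.

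Clustering each library alone moved 1 of 44 main results beyond the counting interval. With it, the adipocyte-like share, in points, was -21.5 against -23.4 in mPRAT over iWAT. The ASPC-like share, in points, stood at -0.372 against 0.710 in cold iBAT. The mural-like share, in points, was -0.506 against 0.650 in cold iWAT.

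TMM scaling moved 18 of 56 main results beyond the counting interval and reversed 1. It put Ucp1 at 0.94 against 0.77 in mPRAT with age, 2.03 against 1.747 in cold iBAT and -1.24 against -1.13 in mPRAT over iBAT. Values of the thermogenic median were -0.16 against -0.33 in mPRAT with age, 0.87 against 0.59 in cold iBAT and -1.15 against -1.04 in mPRAT over iBAT. This gave the thermogenic median as 0.087 against -0.095 in mPRAT from 1 to 2 months. The lipogenic median came to 0.11 against -0.061 in mPRAT with age, -0.58 against -0.69 in lPRAT with age and 0.82 against 0.54 in cold iBAT. With it, the lipogenic median was 2.38 against 2.29 in cold iWAT, -0.37 against -0.26 in mPRAT over iBAT and 1.90 against 2.02 in mPRAT over iWAT. The white-adipocyte median stood at 1.48 against 1.31 in mPRAT with age, 0.17 against 0.033 in cold iBAT and 3.50 against 3.61 in mPRAT over iBAT. The white-adipocyte median was -1.26 against -1.14 in mPRAT over iWAT. It put the committed median at -0.095 against -0.20 in mPRAT over lPRAT. Genes higher after cold in all 3 depots numbered 17 against 10. Genes lower after cold in all 3 depots numbered 10 against 17. Among genes, the sign changed for Cidea in cold iBAT (0.019 against -0.26), Ppargc1b in cold iBAT (0.13 against -0.15) and Kcnk3 in cold iBAT (0.21 against -0.077). The direction reversed for Acaca in cold iBAT (0.082 against -0.20), Elovl6 in mPRAT with age (0.073 against -0.095) and Srebf1 in mPRAT over iBAT (-0.00092 against 0.11).

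Taking the mean of nuclei moved 23 of 35 main results beyond the counting interval and reversed 1. The thermogenic median stood at -0.17 against -0.33 in mPRAT with age, 0.31 against -0.21 in lPRAT with age and 0.77 against 0.96 in cold mPRAT. The thermogenic median was 2.31 against 1.94 in cold iWAT, -0.86 against -1.04 in mPRAT over iBAT and 3.84 against 3.49 in mPRAT over iWAT. It put the lipogenic median at 0.033 against -0.061 in mPRAT with age, 1.15 against 1.23 in cold mPRAT and 0.51 against 0.54 in cold iBAT. Values of the lipogenic median were 2.15 against 2.29 in cold iWAT, 1.23 against 1.15 in mPRAT over lPRAT and 1.93 against 2.02 in mPRAT over iWAT. This gave Ucp1 as 0.24 against 0.34 in iBAT with age, 1.78 against 1.87 in cold mPRAT and 1.78 against 1.747 in cold iBAT. Ucp1 came to -0.94 against -1.13 in mPRAT over iBAT, 6.76 against 7.47 in mPRAT over lPRAT and 6.47 against 6.80 in mPRAT over iWAT. With it, the white-adipocyte median was -1.02 against -1.31 in iBAT with age, 1.04 against 0.85 in lPRAT with age and -0.39 against -0.80 in cold mPRAT. The white-adipocyte median stood at 3.76 against 3.61 in mPRAT over iBAT, -2.05 against -1.63 in mPRAT over lPRAT and -1.34 against -1.14 in mPRAT over iWAT. Among genes, the sign changed for Elovl6 in mPRAT with age (0.046 against -0.095).

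Subtracting the macrophage-like level moved 21 of 35 main results beyond the counting interval and reversed 4. It put Ucp1 at 1.13 against 0.77 in mPRAT with age, -0.053 against 0.34 in iBAT with age and 2.01 against 1.747 in cold iBAT. The value of Ucp1 was -0.71 against -1.13 in mPRAT over iBAT. This gave the lipogenic median as -0.19 against -0.061 in mPRAT with age, 0.10 against 0.81 in iBAT with age and -0.78 against -0.69 in lPRAT with age. The lipogenic median came to 1.14 against 1.23 in cold mPRAT, 1.08 against 0.54 in cold iBAT and 3.20 against 2.29 in cold iWAT. With it, the lipogenic median was 0.053 against -0.26 in mPRAT over iBAT, 1.37 against 1.15 in mPRAT over lPRAT and 2.48 against 2.02 in mPRAT over iWAT. The thermogenic median stood at -0.17 against 0.23 in iBAT with age, 1.15 against 0.96 in cold mPRAT and 0.86 against 0.59 in cold iBAT. The thermogenic median was 2.42 against 1.94 in cold iWAT, -0.78 against -1.04 in mPRAT over iBAT and 4.64 against 3.49 in mPRAT over iWAT. It put the thermogenic median at 0.0074 against -0.16 in iBAT from 2 to 6 months. Values of the white-adipocyte median were 0.86 against -1.31 in iBAT with age, 0.99 against 0.85 in lPRAT with age and -0.40 against 0.033 in cold iBAT. This gave the white-adipocyte median as -0.38 against -0.90 in cold iWAT, 3.48 against 3.61 in mPRAT over iBAT and -0.91 against -1.14 in mPRAT over iWAT. The direction reversed for Ppargc1b in cold iBAT (0.076 against -0.15), Cox8b in iBAT with age (-5.53 against 0.41) and Cox8b in mPRAT over iBAT (4.88 against -0.73). Opposite signs came up for Cox7a1 in iBAT with age (-4.18 against 0.48), Cox7a1 in mPRAT over iBAT (3.45 against -1.22) and Gk in lPRAT with age (-2.52 against 0.71). Single genes that reversed were Letmd1 in iBAT with age (0.15 against -0.38), Acot11 in iBAT with age (-0.21 against 0.15) and Acly in iBAT with age (-0.035 against 0.30). Reversed genes included Scd1 in iBAT with age (-1.11 against 0.77), Scd1 in cold iBAT (1.21 against -0.79) and Scd1 in mPRAT over iBAT (1.03 against -1.25). Among genes, the sign changed for Scd2 in iBAT with age (-1.60 against 1.81), Mlxipl in cold iWAT (0.048 against -0.13) and Acss2 in mPRAT over iBAT (0.016 against -0.11). The direction reversed for Thrsp in mPRAT over iBAT (0.091 against -0.35), Dgat2 in mPRAT over iBAT (0.26 against -0.079) and Slc25a1 in mPRAT over lPRAT (-0.43 against 0.58). Opposite signs came up for Nnat in iBAT with age (6.06 against -1.08), Cyp2e1 in cold iBAT (-0.40 against 0.14) and Aldh1a1 in iBAT with age (2.44 against -2.03). Single genes that reversed were Slc7a10 in iBAT with age (3.72 against -1.71) and Sncg in mPRAT over iWAT (0.34 against -0.24). In iBAT, 1 UMI of the macrophage-like class was worth 13.9 CPM at 1 month and 22.7 CPM at 2 months, which makes the subtracted level coarse there.

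Adding 10 CPM moved 16 of 35 main results beyond the counting interval. With it, the white-adipocyte median was 1.10 against 1.31 in mPRAT with age, -0.97 against -1.31 in iBAT with age and -0.51 against -0.90 in cold iWAT. The white-adipocyte median stood at 3.20 against 3.61 in mPRAT over iBAT. The thermogenic median was 0.90 against 0.96 in cold mPRAT, 1.19 against 1.94 in cold iWAT and -0.91 against -1.04 in mPRAT over iBAT. It put the thermogenic median at 3.56 against 3.96 in mPRAT over lPRAT and 2.64 against 3.49 in mPRAT over iWAT. Values of the lipogenic median were 1.17 against 1.23 in cold mPRAT, 1.72 against 2.29 in cold iWAT and 1.03 against 1.15 in mPRAT over lPRAT. This gave the lipogenic median as 1.71 against 2.02 in mPRAT over iWAT. Ucp1 came to 1.91 against 4.14 in cold iWAT, 4.37 against 7.47 in mPRAT over lPRAT and 4.28 against 6.80 in mPRAT over iWAT.

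Dropping the minimum count moved 2 of 27 main results beyond the counting interval. With it, the white-adipocyte median was -1.16 against -1.31 in iBAT with age and -0.21 against 0.28 in iBAT from 1 to 2 months. The thermogenic median stood at 1.58 against 1.94 in cold iWAT.

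Taking shares among the 5 resident classes moved 4 of 9 main results beyond the counting interval and reversed 3. The adipocyte-like share, in points, was 1.72 against -17.5 in mPRAT with age, -23.1 against -33.0 in lPRAT with age and 2.08 against 27.3 in cold mPRAT. It put the adipocyte-like share, in points, at -6.20 against 0.930 in cold iWAT, -16.2 against -55.6 in mPRAT over iBAT and 17.4 against -1.89 in mPRAT over lPRAT. The value of the adipocyte-like share, in points, was 5.90 against -23.4 in mPRAT over iWAT. This gave the ASPC-like share, in points, as 1.15 against -1.89 in mPRAT with age. The mural-like share, in points, came to 0.711 against -0.508 in mPRAT over iBAT. This alternative leaves every other class, B cell-like and epithelial-like nuclei included, out of the total by construction.

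Leaving out the thinning moved 6 of 9 main results beyond the counting interval. With it, the share with Ucp1, in points, was 17.5 against 4.82 in mPRAT with age, 14.5 against 4.06 in iBAT with age and 50.7 against 43.3 in cold iBAT. The share with Ucp1, in points, stood at 5.21 against 3.11 in cold iWAT, 30.5 against 13.9 in mPRAT over lPRAT and 30.4 against 13.9 in mPRAT over iWAT. Without thinning, deeper nuclei have a higher chance of at least 1 UMI by construction. Thinning to 500 UMIs moved 7 of 9 main results beyond the counting interval. The share with Ucp1, in points, was 2.23 against 4.06 in iBAT with age, 19.5 against 29.1 in cold mPRAT and 31.9 against 43.3 in cold iBAT. It put the share with Ucp1, in points, at 1.92 against 3.11 in cold iWAT, -9.41 against -16.7 in mPRAT over iBAT and 8.62 against 13.9 in mPRAT over lPRAT. The value of the share with Ucp1, in points, was 8.68 against 13.9 in mPRAT over iWAT. Fewer UMIs per nucleus lower the chance of a Ucp1 UMI by construction. Asking for at least 2 UMIs of Ucp1 moved 7 of 9 main results beyond the counting interval. This gave the share with Ucp1, in points, as 2.58 against 4.82 in mPRAT with age, 16.9 against 29.1 in cold mPRAT and 33.6 against 43.3 in cold iBAT. The share with Ucp1, in points, came to 1.35 against 3.11 in cold iWAT, -4.79 against -16.7 in mPRAT over iBAT and 5.10 against 13.9 in mPRAT over lPRAT. With it, the share with Ucp1, in points, was 5.10 against 13.9 in mPRAT over iWAT.

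Adding 1 CPM changed 1 of the 2 counts of genes changed by cold in all 3 depots by more than 1.5 times. Genes higher after cold in all 3 depots numbered 16 against 10. A minimum of 20 CPM changed 1 of the 2 counts of genes changed by cold in all 3 depots by more than 1.5 times. Genes lower after cold in all 3 depots numbered 27 against 17.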

Other observations

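All tests given here were chosen after the result was seen.

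The depot given for each library was checked for an exchange of an iBAT library with one of another depot. Hoxc9 plus Hoxc10 had 0 counts in ASPC-like nuclei of all 4 iBAT libraries and at least 13.2 CPM in each library of the other depots. This argues against such an exchange. Exchanges between ages or temperatures within a depot were not tested, and no biological explanation was tested.

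The age of the libraries called 6 months is given as 16 weeks in their characteristics, while 1 and 2 months are given as 4 and 8 weeks. Counts cannot settle which age holds, so the word months follows the titles throughout. No test was made of this difference.

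A cluster of 1844 nuclei stayed unnamed and made 16.4% of lPRAT at 6 months (95% exact interval 15.4 to 17.4), against 2.53% or less in every other library. The first naming rule called it dendritic-like. No explanation, technical or biological, was tested for its size in that library.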
